A study of Homo sapiens with 4 samples.

How the data were processed

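CTCF chromatin immunoprecipitation followed by sequencing (ChIP-seq) was available for 4 libraries of K562, a human erythroleukaemia cell line. Per the labels, cells were treated with 10 µM aclarubicin or 10 µM daunorubicin for 4 hours, with 2 biological replicates per drug. Drug and replicate number were taken from the labels of each sample. No untreated library was analysed here, so each value compares the drugs with each other and none compares a drug with untreated cells.

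The deposited data are 1 peak list per library, without a header, in the 10 columns of the narrowPeak format. The authors listed peaks for each library separately, and no pooled list was used. The labels do not state the aligner, the peak caller, its threshold, any control library or the genome build. From the format, the deposited columns give a fold enrichment ratio for each peak over its background, a −log10 p and a −log10 q, and the position of the summit. The deposited score equalled the whole part of 10 times the −log10 q in at least 99.9% of the peaks of each list. The lowest −log10 q lay between 2.02 and 2.21 in the 4 lists. The fold, −log10 p and −log10 q are the authors' own values for a peak. They were used to describe, rank and filter peaks within a list, and, as described below, to recover the fragment number from which they were made. Peak names were numbered without gaps up to the end of each list, and no peak overlapped another peak of its own list.

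Coordinates are given as in the files, 1-based. Between 79 and 154 peaks per list ended past the end of a chromosome in GRCh38, and 0 ended past the end of a chromosome in GRCh37, with chromosome lengths entered by hand. The only gene table at hand was for GRCh38, so no gene, promoter, motif or CpG annotation was made, and the share of peaks at promoters, the CTCF motif share, the CpG content and the fixed gene loci planned before the data were examined were not analysed here. Named regions were chosen by a rule set at that time: the 3 regions with the highest mean within-list percentile of fold in each class of region, on chromosomes 1 to 22 and X.

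Overlap between lists meant at least 1 shared bp. The base-pair Jaccard index is the length covered by both lists over the length covered by either. Regions were made by merging the intervals of all 4 lists, and a region was called in a library when one of its peaks lay there. Consensus classes needed both replicates of a drug. Values per library were compared with an exact permutation test of 2 against 2 libraries (two-sided), whose smallest possible p is 0.333. Sharing between libraries was compared over the 3 ways of splitting the 4 libraries into 2 pairs, where the smallest possible share is also 0.333. Neither of these exact tests can therefore reach a p under 0.05 with this design, and differences are set against the spread between replicates. Binomial intervals are 95% Wilson intervals. They treat peaks as independent, which neighbouring peaks are not, and they cover counting error only. Within-list percentiles and deciles are of the fold. Correlations are across peaks within a pair of libraries, and peaks are not independent replicates.

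The files hold no read totals. A relative depth was recovered after the data had been seen. If the fold is (k + 1)/(λ + 1) and the p-value is the Poisson probability of more than k fragments at background λ, each peak's fold and deposited −log10 p fix both k, the number of fragments over the summit, and λ. The solved k lay within 0.02 of a whole number in 100% of the peaks of all 4 lists, where 4% would by chance. On simulated lists of 10633, 10711, 5886 and 6638 peaks, the method recovered 100% of the whole numbers and made 0% of fractional ones whole. The simulated values were made with the same formula, and the fractional ones were set away from whole numbers. The simulation therefore tests the solving and not the formula. The lowest λ of a list divided by its shortest peak width was taken as its relative depth. This formula is an assumption about the peak caller, and the unit of k is fragments as the authors counted them. Overlap counts were tested against bedtools and differed for 0 of 203208 peaks compared.

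Replicate numbers 1 and 2 occur in both drugs, but the labels do not say that a number marks a shared batch or day, so libraries were not paired in the main comparisons. The alternatives were thresholds on −log10 q of 5 and 10 and on fold of 5, chromosomes 1 to 22 and X only, merging within a list, a reciprocal overlap of 50%, summits within 100 bp, lists of equal length, other ranking columns, the replicate number as a block, and each replicate left out. These were set before the data were examined; the share of overlapped peaks in lists of equal length was added after. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, bedtools 2.31.1 for the tests of overlap, and matplotlib 3.10.9.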

Results

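Anthracyclines are DNA-intercalating chemotherapeutics. Daunorubicin traps topoisomerase II and breaks DNA, whereas aclarubicin intercalates without producing such breaks. CTCF is a zinc-finger DNA-binding protein that marks the anchors of many chromatin loops. To ask how CTCF occupancy differs between cells exposed to the 2 drugs, peak lists from CTCF ChIP-seq of K562, a human erythroleukaemia line, were compared. Cells had received either drug at 10 µM for 4 hours, and each drug had 2 biological replicates. The lists held 10633 and 10711 peaks for aclarubicin replicates 1 and 2, and 5886 and 6638 peaks for daunorubicin replicates 1 and 2. The files gave no read totals. A relative depth, recovered from each peak's fold and p-value under an assumed formula, was 1.04 for aclarubicin replicate 2, 0.997 for daunorubicin replicate 1 and 0.814 for daunorubicin replicate 2, with aclarubicin replicate 1 set to 1.

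More CTCF peaks were called after aclarubicin than after daunorubicin. The mean was 10672 ± 55.2 peaks (SD, n = 2) under aclarubicin and 6262 ± 532 peaks (SD, n = 2) under daunorubicin, a 1.71-fold difference. On the log2 scale the difference was 0.77, against a pooled SD between replicates of 0.09. The exact two-sided permutation p was 0.333, the smallest value that 2 against 2 libraries can give. Of the alternatives, keeping only peaks with a fold of at least 5 moved this difference most, to 0.61. The number of peaks with a −log10 q of at least 10 was 8618 and 8857 under aclarubicin and 4754 and 5399 under daunorubicin.

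**Figure D1:**
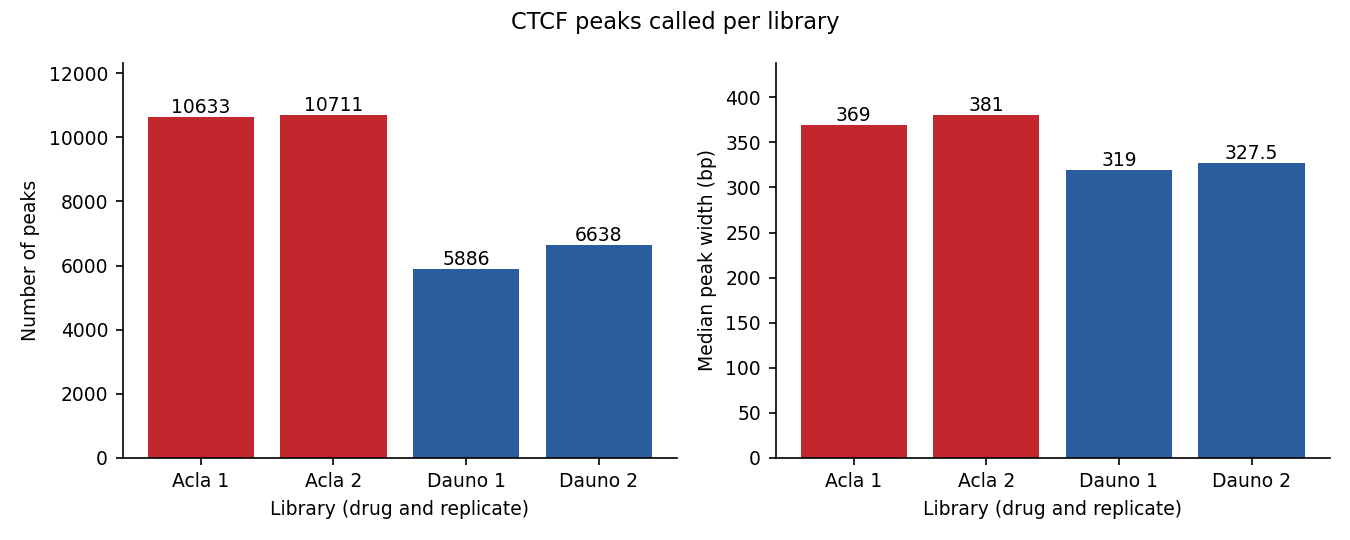
Number of CTCF peaks (left) and median peak width in bp (right) in each of the 4 libraries, 1 bar per library, with aclarubicin in red and daunorubicin in blue. Both aclarubicin libraries lie above both daunorubicin libraries in each panel, at 10633 and 10711 against 5886 and 6638 peaks.

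Peaks were also wider after aclarubicin. The median width was 375 ± 8.49 bp (SD, n = 2) under aclarubicin and 323 ± 6.01 bp (SD, n = 2) under daunorubicin, a difference of 51.8 bp against a pooled SD of 7.35 bp (exact permutation p = 0.333). The shortest peak was 241 and 249 bp long in the aclarubicin lists and 232 and 233 bp long in the daunorubicin lists. The lower end of the widths was thus also higher under aclarubicin, and its part in the difference of medians was not tested. Peaks covered 4.18 ± 0.12 Mb (SD, n = 2) of the genome under aclarubicin and 2.13 ± 0.207 Mb (SD, n = 2) under daunorubicin, a 1.97-fold difference (exact permutation p = 0.333). These lengths sum over regions called separately in each library, with mean widths of 392 ± 9.18 bp and 340 ± 4.15 bp (SD, n = 2 each), so they combine the difference in number with that in width. The median fold over background within a list was 7.53 and 7.47 under aclarubicin and 7.24 and 7.82 under daunorubicin. These are the authors' values over different sets of peaks, and they describe each list on its own.

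Peak sharing was compared between libraries of the same drug and of different drugs. In the whole lists, the base-pair Jaccard index was 0.636 between the aclarubicin replicates and 0.562 between the daunorubicin replicates. In the 4 pairs of different drugs it lay between 0.345 and 0.382. The mean same-drug index exceeded the mean different-drug index by 0.236. The list sizes set the sign of this difference. The covered lengths allow a pair of different drugs an index of at most 0.465 to 0.556, below both same-drug values. The observed different-drug indices lay below these limits, so the limits alone do not fix the size of the difference. By number of peaks, the direction of the comparison differed between the drugs. In the aclarubicin lists, 83.1% and 82.4% of peaks were overlapped in the other replicate and 45.0% to 49.6% in a daunorubicin library. In the daunorubicin lists, 82.7% of the peaks of replicate 1 and 73.4% of those of replicate 2 were overlapped in the other replicate, against 81.2% and 82.7% (replicate 1) and 79.4% and 80.1% (replicate 2) in the longer aclarubicin lists. When each list was reduced to its 5886 peaks with the highest −log10 p, the index was 0.714 between the aclarubicin replicates, 0.574 between the daunorubicin replicates, and 0.408 to 0.435 between drugs, where the lengths allowed 0.752 to 0.805. The difference was then 0.222, the highest value of the 3 ways of pairing the libraries (a share of 0.333). In these lists of equal length, a comparison chosen after the data had been seen, 88.4% and 88.3% of aclarubicin peaks and 78.8% and 78.8% of daunorubicin peaks were overlapped in the other replicate, and 65.4% to 67.6% in a library of the other drug. With the 1000 strongest peaks of each list, the same-drug index exceeded the different-drug index by 0.269 on average.

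The order of the peaks by fold also differed more between the drugs than between replicates. At peaks called in both libraries of a pair, Spearman's rho of the fold across peaks was 0.907 between the aclarubicin replicates and 0.77 between the daunorubicin replicates. It lay between 0.548 and 0.556 in the 4 pairs of different drugs. The same-drug mean exceeded the different-drug mean by 0.286, the highest value of the 3 ways of pairing the libraries. Ranking by −log10 p gave a difference of 0.278.

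**Figure D2:**
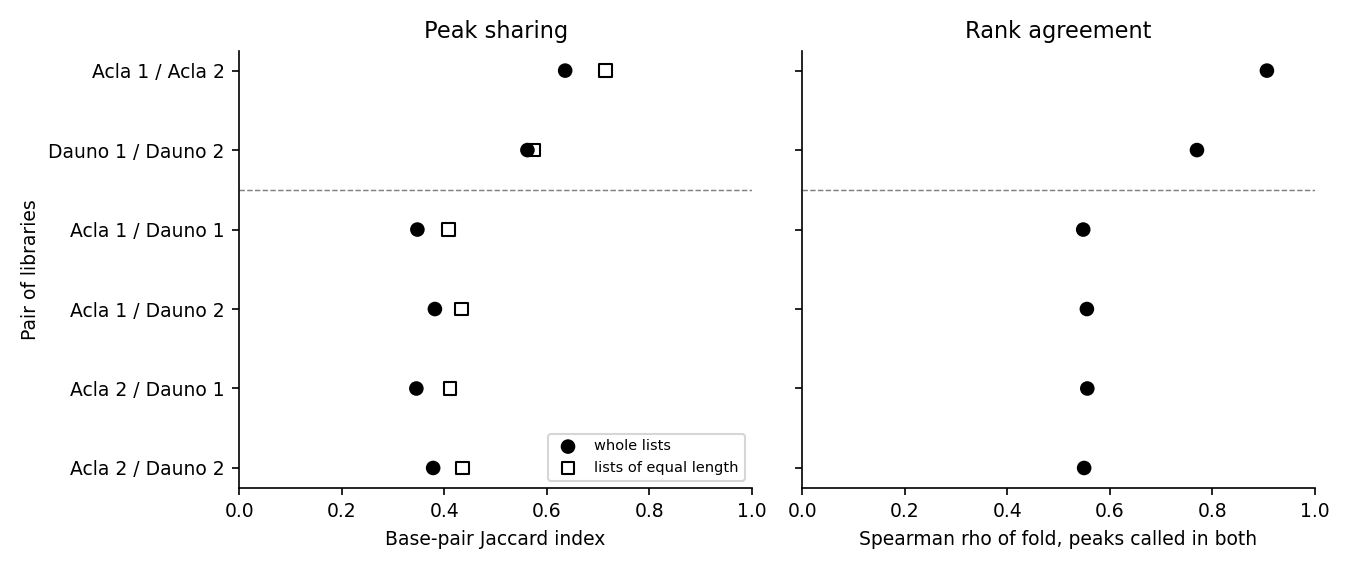
Base-pair Jaccard index (left, filled circles for whole lists and open squares for lists of equal length) and Spearman's rho of fold across peaks called in both libraries (right) for each of the 6 pairs of libraries. The 2 same-drug pairs, above the dashed line, exceed each of the 4 different-drug pairs in all 3 measures, but for whole lists the covered lengths alone keep the different-drug index at or under 0.556.

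Merging the 4 lists gave 13962 regions. Of these, 8824 were called in both aclarubicin replicates and 4872 in both daunorubicin replicates. In all, 4122 regions were called in all 4 libraries. These were 46.7% of the aclarubicin consensus regions (95% Wilson interval 45.7% to 47.8%) and 84.6% of the daunorubicin consensus regions (83.6% to 85.6%). A further 3326 regions were called in both aclarubicin replicates and in neither daunorubicin replicate, 37.7% of the aclarubicin consensus (36.7% to 38.7%). In the other direction, 443 regions were called in both daunorubicin replicates and in neither aclarubicin replicate, 9.09% of the daunorubicin consensus (8.32% to 9.93%). Regions called in exactly 1 library of each drug numbered 47 to 125 in the 4 possible pairs, below both drug-specific counts. The daunorubicin-only count depended on the replicates, with 1071 regions when replicate 1 was left out and 833 when replicate 2 was left out, since a single replicate then defined the class. The difference between the 2 drug-specific counts depended on the list lengths: with 5886 peaks in each list, 1164 regions were aclarubicin-only and 984 were daunorubicin-only.

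Peaks that were not called under the other drug ranked low in their own list. In the aclarubicin lists, peaks overlapped by a peak of a daunorubicin library had a median fold percentile of 69.7 to 71.2, and those without such a peak one of 30.9 to 34.0, over the 4 pairs of libraries. The mean difference was 38 percentile points. Between the 2 aclarubicin replicates this difference was 39.8 and 40.3 points, with medians of 57.6 and 58.0 for peaks with a partner and 17.7 and 17.8 for those without. The sets differed in size, with 5365 to 5852 aclarubicin peaks lacking a daunorubicin partner against 1798 and 1883 lacking one in the other replicate, and a larger set of missed peaks reaches higher percentiles by its size alone. In the daunorubicin lists the difference was 23.6 to 27.1 points towards the aclarubicin lists and 31.5 and 38.7 points between replicates. The median of the peaks without a partner was 28.0 to 32.0 towards the aclarubicin lists and 18.4 and 28.3 between replicates.

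The share of peaks that were found again differed between drugs at each level of strength in the aclarubicin lists. In the lowest decile of fold, 10.6% to 13.1% of aclarubicin peaks were overlapped in a daunorubicin library, against 42.4% and 46.5% in the other aclarubicin replicate. In the highest decile the shares were 89.8% to 92.6% and 100% in both replicate comparisons. In the daunorubicin lists, 58.8% to 62.3% of the lowest decile were overlapped in an aclarubicin library, and 42.9% and 45.5% in the other daunorubicin replicate. The highest decile had shares of 95.6% to 98.0% and 98.2% to 99.3%. Of the strongest 10% of peaks, 54 of 1064 (5.08%, 95% Wilson interval 3.91% to 6.56%) in aclarubicin replicate 1 and 52 of 1071 (4.86%, 3.72% to 6.31%) in replicate 2 had no peak in either daunorubicin library. In the daunorubicin lists, 16 of 589 (2.72%, 1.68% to 4.37%) and 10 of 665 (1.5%, 0.819% to 2.75%) had no peak in either aclarubicin library. The lists searched differed in length, which alone lowers the share found in the shorter ones.

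**Figure D3:**
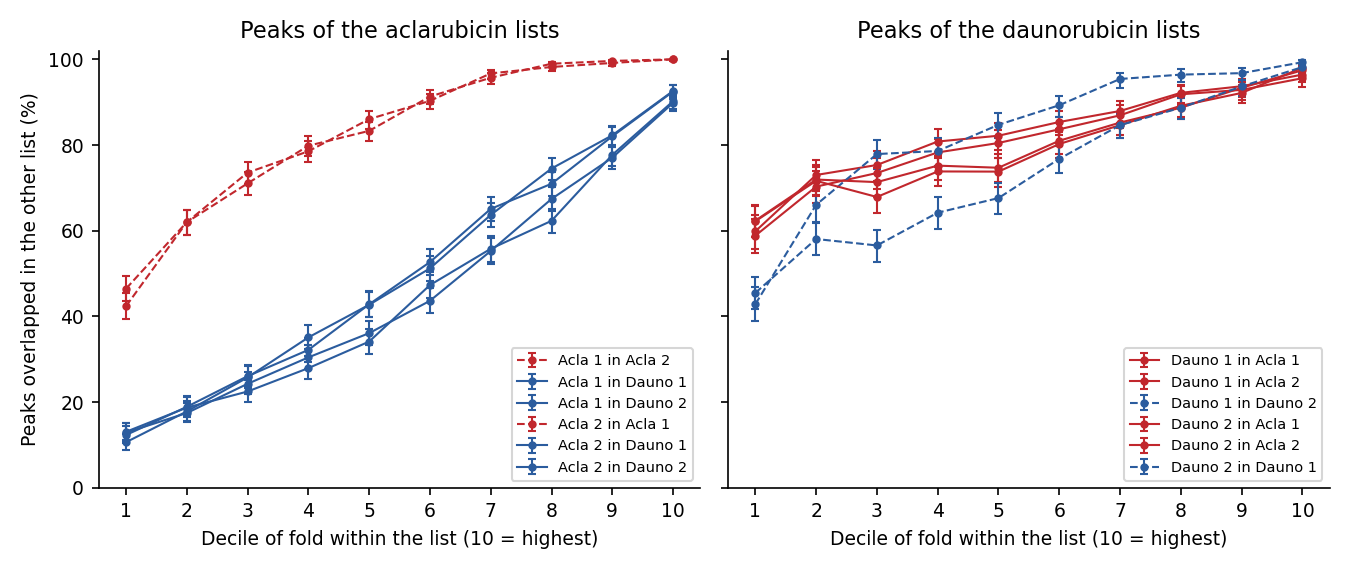
Percentage of the peaks of 1 list that were overlapped by at least 1 bp in another list, by decile of fold within the first list, for the aclarubicin lists (left) and the daunorubicin lists (right). Dashed lines are same-drug pairs, solid lines different-drug pairs, colours give the drug of the other list (aclarubicin red, daunorubicin blue), and bars are 95% Wilson intervals. On the left, the lines for the daunorubicin lists start at 10.6% to 13.1% and reach 89.8% to 92.6%, below the replicate line of the same list in each decile.

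Positions are given in the coordinates of the files, which name no genome build; no peak ran past a chromosome end in GRCh37. What is annotated at these positions was not analysed here. The region with the highest mean percentile among those called in all 4 libraries was chromosome 2, 243153696 to 243154078, with folds of 39.1 and 37.4 under aclarubicin and 37.8 and 37.1 under daunorubicin. It was followed by chromosome 1, 91852777 to 91853151, with folds of 35.1 and 35.1 under aclarubicin and 34.0 and 34.3 under daunorubicin. The third was chromosome 14, 106765017 to 106765679, with folds of 28.2 and 27.4 and of 27.7 and 28.4. The ratio of daunorubicin to aclarubicin fragments over the summit, scaled to equal depth, was 0.46 at the first region, 0.982 at the second and 0.688 at the third, against a median of 0.62 over the 4122 shared regions. At the first region, near-equal folds went with 808 and 785 fragments under aclarubicin and 345 and 303 under daunorubicin, before scaling. If a peak's own fragments enter its local background, the fold levels off as they rise. Equal folds, or a high rank by fold, then do not show equal fragment numbers. The first region lay within 200 kb of the end of its chromosome.

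Among the aclarubicin-only regions, the highest was chromosome 7, 89783467 to 89783953, with folds of 19.0 and 18.3 and −log10 q of 65.4 and 68.9 in the 2 replicates. The second was chromosome 8, 81152772 to 81153271, with folds of 20.2 and 16.5, and the third chromosome 14, 102605488 to 102606059, with folds of 17.0 and 16.2. Among the daunorubicin-only regions, the highest was chromosome 16, 32051137 to 32051653, with folds of 16.8 and 17.2 and −log10 q of 42.3 and 44.6. The second was chromosome 9, 35882245 to 35882609, with folds of 15.0 and 14.9. The third, chromosome 1, 156186240 to 156186614, differed between the replicates, with folds of 20.2 and 11.5 and −log10 q of 219 and 59.4. A region without a call has no deposited value in that library, so no ratio between the drugs was computed for these 6 regions.

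Lastly, the share of peaks with another peak of the same list within 10 kb was compared at equal fold. Among aclarubicin peaks of the same decile of fold, those overlapped in a daunorubicin library had a neighbour more often, by 9.87 to 10.5 percentage points over the 4 pairs. The same comparison between the aclarubicin replicates gave 10.4 and 10.4 points, so no difference beyond that between replicates was found. With deciles of −log10 p in place of fold, the mean difference between drugs was -0.23 points. In the daunorubicin lists, the difference was 3.91 to 4.81 points towards the aclarubicin lists and 6.60 and 7.65 points between replicates.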

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

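The differences in peak number, peak width and covered length kept their direction under each alternative run: the 3 stricter thresholds, chromosomes 1 to 22 and X, merging within lists, the replicate block, and each replicate left out. The log2 difference in peak number lay between 0.61 and 0.86, that in covered length between 0.85 and 1.08, and the difference in width between 45.8 and 64 bp. The exact tests used here cannot pass 0.05 with 2 libraries per drug, so this says nothing about significance. With the replicate number as a block, the log2 difference in peak number stayed at 0.77, by construction, and the smallest p of the paired sign-flip test is 0.5. The differences in width (51.8 bp) and covered length (0.98) were also unchanged by the block, and the block was run for these 3 results only. Same-numbered libraries did not deviate together: over the regions called in all 4 libraries, the replicate differences of the 2 drugs in fragments over the summit (log2) correlated at -0.08. The mean advantage of same-drug pairs kept its direction among the strongest peaks, between 0.170 and 0.269, and in rank order, at 0.278 and 0.291. The lowest of the former, the share of peaks with a partner by an overlap of 1 bp, was chosen after the data had been seen. For whole lists the mean advantage lay between 0.163 and 0.274, but list size limits the index there, and the share of peaks averages both directions. By an overlap of 1 bp, daunorubicin replicate 2 showed no such advantage, with 73.4% in its replicate against 79.4% and 80.1% in the aclarubicin lists. Daunorubicin replicate 1 showed little, with 82.7% against 81.2% and 82.7%.

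The counts of drug-specific regions depended on list length. With equal lists, aclarubicin-only regions fell from 3326 to 1164 and daunorubicin-only regions rose from 443 to 984, because peaks beyond the strongest 5886 of an aclarubicin list no longer counted as called. Across the 4 fits that each left out one replicate, the daunorubicin-only count ranged from 578 to 1071. The higher values came without a daunorubicin replicate, when 1 list defines the class. The count of regions called in all 4 libraries lay between 3329 and 4121 under the alternatives that kept all libraries. With a replicate left out, 4256 to 5022 regions were called in the 3 that remained.

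The rank gap between peaks with and without a partner kept its direction. It was 39.9 points by −log10 p in the aclarubicin lists. In the daunorubicin lists it was 27.6 points with a reciprocal overlap of 50%, 27.2 points with summits within 100 bp and 31.2 points by −log10 p. Between replicates, ranking by −log10 p raised the gap to 44.9 points in the aclarubicin lists and 42.5 points in the daunorubicin lists, above both gaps between drugs. The replicate gap changed less with a reciprocal overlap of 50% and with summits within 100 bp. It was then 40.4 and 41.5 points in the aclarubicin lists, against 40.1 points in the main comparison. In the daunorubicin lists it was 35.4 and 35.6 points, against 35.1 points. The cause of these shifts was not tested.

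The neighbour result changed most with the processing. It was 7.43 points at 5 kb, 12.7 points at 20 kb and 10.6 points with summits within 100 bp. Without strata it was 1.77 points, and with strata of −log10 p it was -0.23 points. The association at equal fold thus depended on the measure used for the strata. The last value has no spread here, so a change of sign is not shown. The cause of the dependence was not tested.

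The planned promoter, motif and CpG results and their alternatives were not run, for want of a genome of the files' build. The lists limit each result to called peaks: a region without a call has no value, and how far below the threshold it lay is unknown.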

Other observations

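Of the tests below, those on ranks of the regions with most fragments, on depth-like signal at the top regions, on nearby aclarubicin peaks and on chromosomes were set before their results were seen. Those on depth, thresholds, a uniform difference, call noise, background steps, regions away from aclarubicin peaks and chromosome ends were chosen after.

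The daunorubicin lists were shorter. The values argue against depth and threshold as the cause, and against a uniform difference in enrichment as the only difference between drugs. Daunorubicin replicate 1 had 99.7% of the relative depth of aclarubicin replicate 1 and 5886 peaks against 10633, and daunorubicin replicate 2, at 81.4%, had more peaks than replicate 1. Thinning the recovered fragments of each aclarubicin list to the depth of each daunorubicin library left at least 10490 peaks past that library's threshold. This count does not allow for peaks that would fall under the shortest width, but at a −log10 p of 10, well above the thresholds, 8953 to 9695 remained against 5475 and 6238 in the daunorubicin lists. The thresholds were nearly equal: at the strictest lowest −log10 p of the 4 lists (5.28), the aclarubicin lists still held 10627 and 10698 peaks. A uniform difference in enrichment at all sites would keep the order of their fragment numbers. At the 4122 regions called in all libraries, however, the highest different-drug rho of the fragment number was 0.701. It was 0.864 and 0.957 between replicates. For the fold these values were 0.546 against 0.78 and 0.899, but each fold is relative to a local background, so its order need not be kept. Whether a uniform difference would by itself shorten the lists this much was not tested. Some uniform difference beside a change in order stays open. So do a difference in immunoprecipitation or library preparation between the drugs, since the labels give no batch, and a difference between the drugs in their effect on CTCF binding, which was not tested apart from these.

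The change in order is not a matter of weak peaks. Among the 1031 shared regions with the most fragments, the highest different-drug rho of fold was 0.549, and the replicate values were 0.856 and 0.923. A hypothesis consistent with this is that the 2 drugs, or the handling of their samples, affect CTCF sites unequally, and these 2 were not tested apart. No sequence feature could be tested here.

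Recovered fragment numbers give a size to the difference at shared regions. Scaled to equal depth, the median number of fragments over the summit was 76.0 and 76.8 in the aclarubicin libraries and 41.1 and 52.8 in the daunorubicin libraries. The local background at these regions was also higher under aclarubicin, with medians of 4.12 and 4.08 times the lowest background of the list against 2.74 and 3.05 times under daunorubicin. If the background window holds the peak's own fragments, a stronger peak raises it, so these values do not separate enrichment from background. Both aclarubicin values lay above both daunorubicin values at 2950 of 4122 regions (71.6%), and the reverse held at 294 (7.13%). Chance would put 33.3% of regions in these 2 classes together. The median ratio of daunorubicin to aclarubicin was 0.62, and the middle 90% of regions ran from -1.64 to 0.44 on the log2 scale. These regions were called in all 4 libraries, so regions that lack a call in any library do not enter the ratio.

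The highest-ranked shared regions led the lists of both drugs, which might come from signal that follows sequencing depth and not CTCF enrichment. For the 20 highest-ranked shared regions as a set, the depth-scaled ratio of daunorubicin to aclarubicin had a median of 0.559, at percentile 16.8 among 10000 random lists of 20 other shared regions, against 0.62 for the rest. That argues against depth-like signal as the source of the set as a whole. It does not speak for each region: 5 of the 20 had a ratio over 0.8, against 28.8% of the other shared regions. Signal that is neither CTCF enrichment nor follows depth was not tested here. Single regions differed: the ratio was 1.90 at chromosome 7, 61968781 to 61969624, 1.27 at chromosome 16, 33763981 to 33764394, and 0.982 at chromosome 1, 91852777 to 91853151. These 3 were picked after their values were seen.

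Of these 20 regions, 6 lay within 200 kb of a chromosome end in GRCh37 lengths, against 19 of the other 4102 shared regions (0.463%). This was more than chance placement would give (Fisher's exact test, two-sided p = 9.57e-10), with regions treated as independent. Subtelomeric sequences resemble each other, so reads shared between copies may add to these peaks, and strong CTCF binding near chromosome ends is the other candidate. Without a genome of the files' build, these were not tested apart.

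The 443 daunorubicin-only regions exceeded what noise in calling gave, since at most 125 regions were called in just 1 library of each drug. An aclarubicin peak lay within 5 kb of 15.8% of them (95% Wilson interval 12.7% to 19.5%), against 10.7% (9.85% to 11.7%) of the other 4429 daunorubicin consensus regions. A local background raised by a neighbouring aclarubicin peak may therefore hide some of these sites in the aclarubicin lists. If the background window reaches no further than 5 kb from a site, such a neighbour cannot account for the 373 regions without an aclarubicin peak within 5 kb. The labels do not state the window, and no wider distance was tested.

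The background values moved in equal steps within each list. The step times 20000 was 241, 250, 232 and 233 bp, and the ratio of the step to the shortest peak width over 20000 departed from 1 by at most 0.003. A background computed from the ChIP library itself in a 10 kb window would give this value if both ends of each fragment were counted. A wider window with another way of counting could give it too, so the step does not fix the window. A separate control library scaled to the ChIP depth would be unlikely to give the same factor in all 4 lists. If the background came from the ChIP library, the fold of a peak is relative to its own neighbourhood in that library. Sites that are enriched with or without the antibody could then be called as peaks.

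The lists were also compared by chromosome. The chi-square of peak numbers over chromosomes 1 to 22 and X was 10.7 to 15.1 on 22 degrees of freedom between drugs, and 3.75 and 11.5 between replicates. Of the 4 values between drugs, 3 exceeded both replicate values and 1 lay between them. The test thus left open whether the difference in peak number was uniform across chromosomes. Peaks shared between lists also lower the chi-square, and more so between replicates. With the replicates pooled, the ratio of daunorubicin to aclarubicin peaks lay between 0.508 on chromosome 18 and 0.654 on chromosome 21. The extremes differed in the libraries numbered 2, at 0.536 on chromosome 22 and 0.691 on chromosome 11.

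A few peaks were called on chromosome Y: 1 in each aclarubicin list, 3 in daunorubicin replicate 1 and 1 in daunorubicin replicate 2. In all 4 lists, one of them overlapped the stretch from 58992156 to 58992346, with folds of 4.51 and 4.89 under aclarubicin and 5.71 and 4.70 under daunorubicin.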
